# Identification of Circular RNA Profiles in the Liver of Diet-Induced Obese Mice and Construction of the ceRNA Network

**DOI:** 10.3390/genes14030688

**Published:** 2023-03-10

**Authors:** Xiaoxiao Zhang, Shuhua Gu, Shunyi Shen, Tao Luo, Haiyi Zhao, Sijia Liu, Jingjie Feng, Maosheng Yang, Laqi Yi, Zhaohan Fan, Yu Liu, Rui Han

**Keywords:** obesity, noncoding RNA, transcriptome analysis, competing endogenous RNA

## Abstract

Obesity is a major risk factor for cardiovascular, cerebrovascular, metabolic, and respiratory diseases, and it has become an important social health problem affecting the health of the population. Obesity is affected by both genetic and environmental factors. In this study, we constructed a diet-induced obese C57BL/6J mouse model and performed deep RNA sequencing (RNA-seq) on liner-depleted RNA extracted from the liver tissues of the mice to explore the underlying mechanisms of obesity. A total of 7469 circular RNAs (circRNAs) were detected, and 21 were differentially expressed (DE) in the high-fat diet (HFD) and low-fat diet (LFD) groups. We then constructed a comprehensive circRNA-associated competing endogenous RNA (ceRNA) network. Bioinformatic analysis indicated that DE circRNAs associated with lipid metabolic-related pathways may act as miRNA sponges to modulate target gene expression. *CircRNA1709* and *circRNA4842* may serve as new candidates to regulate the expression of *PTEN*. This study provides systematic circRNA-associated ceRNA profiling in HFD mouse liver, and the results can aid early diagnosis and the selection of treatment targets for obesity in the future.

## 1. Introduction

Obesity refers to excessive accumulation or abnormal distribution of body fat and weight gain. It is a chronic metabolic disease affected by the interaction of environmental and genetic factors and has become an epidemic in the modern world [1]. More and more evidence shows that obesity has become a risk factor for cardiovascular and cerebrovascular diseases and metabolic diseases. For example, the prevalence of obesity is closely related to the incidence and severity of nonalcoholic fatty liver disease NAFLD [2]. The younger age of obesity has led to an increased incidence of hepatic steatosis and its associated comorbidities in pediatric patients, with an alarming global prevalence [3]. The correlation between obesity and multiple diseases suggests that intervention in obesity is an important and feasible way to prevent complex and frequent morbidity. It is important to investigate the mechanisms and potential biomarkers of obesity to prevent and treat obesity and obesity-related lipid metabolic diseases. In recent years, research on the function of non-coding transcripts in regulating obesity has developed rapidly. Many non-coding transcripts, such as miRNAs and long non-coding RNA (lncRNAs), participate in the regulation of metabolic pathways leading to obesity [4,5]. Previous research found that different lncRNAs are differentially expressed in obese human or animal subjects, and the mechanism has been explored persistently [6]. Notably, a new type of non-coding RNA, circular RNA (circRNA), a covalently closed loop structure without 5′-3′ polarity, has focused on active research in diversity processes. CircRNA is resistant to exonuclease and is more stable [7,8]. CircRNA participates in various types of diseases, such as cancers [9], neurological diseases [10], and cardiovascular diseases [11], using various mechanisms, including acting as miRNA sponges to regulate target gene expression [12], or even translating polypeptides [13]. In mammals, a few circRNAs play an important role in obesity. For instance, *CircTshz2-1* and *circArhgap5-2* have been reported to be vital regulators of adipogenesis in human adipose tissue [14]. *CircSAMD4A* is significantly upregulated in obese patients; it regulates preadipocyte differentiation by acting as an *miR-138-5p* sponge [15]. Similarly, Chen et al. identified 231 DE circRNAs in mice, and functional enrichment analysis revealed that *circRNA_0000660* is involved in the lipid metabolism pathway [16].

In general, these data robustly indicate that circRNAs play an important role in the biological process associated with obesity. Nevertheless, the expression profile and biological functions of circRNAs in the lipid metabolism of obese mice remain elusive. In this study, we preliminarily identified the circRNA profile in the liver of diet-induced obese mice and the control group by RNA sequencing (RNA-seq). The function of DE circRNA and miRNA target sites was predicted by bioinformatic methods. This may help us to explore the molecular mechanism of lipid metabolism and provide new therapeutic targets for obesity.

## 2. Materials and Methods

### 2.1. Experimental Animals

Four-week-old C57BL/6J mice (male, *n* = 20, No.110324210102152042, Beijing SBF Biotechnology Co., Ltd., Beijing, China) were randomly divided into two groups after being adaptively fed for 1 week. The high-fat diet (HFD) group (*n* = 10) was fed a high-fat diet (60% fat; D12492, Beijing SBF Biotechnology Co., Ltd., Beijing, China) and the low-fat diet (LFD) group (*n* = 10) was fed a low-fat control diet (10% fat; D12450B, Beijing SBF Biotechnology Co., Ltd., Beijing, China) for 7 weeks. During the entire experiment, the mice were maintained on a 12-h light:dark cycle in and environment controlled for temperature and humidity, with free access to food and water. The food consumption of the mice was measured daily, and body weight was measured weekly. At 12 weeks of age, 5 mice from each group were randomly selected and fasted for 12 h. After that, the mice were anesthetized by exposure to a lethal dose of CO_2_, and blood samples were collected via eyeball enucleation. The liver and adipose tissues (epididymis, inguinal, and subcutaneous) were collected immediately after sacrifice for further analysis. All animal experiments were approved by the Animal Ethics Committee of Hebei North University.

### 2.2. Biochemical and Histological Analysis

Serum was collected by centrifugation of blood samples and used for biochemical analysis (*n* = 5/group). Fasting blood glucose (FBG) (cat. no. 100000240), triglyceride (TG) (cat. no. 100000220), and total cholesterol (TC) (cat. no. 192061) concentrations were measured by the respective test kits, which were provided by Biosino Bio-technology and Science Inc. (Beijing, China). The concentration of high-density lipoprotein cholesterol (HDL-C) was measured using mouse enzyme-linked immunosorbent assay lipoprotein (cat. no. CD20316). The enzyme alanine aminotransferase (ALT) was measured by the Reitman-Frankel method, and corresponding standard curves were used to calculate the concentration. All procedures were performed according to the manufacturer’s instructions. The glucose tolerance test (GTT) and insulin tolerance test (ITT) were performed on mice fasted for 6 h, followed by intraperitoneally injecting glucose solution (2 g/kg) or insulin solution (0.5 U/kg). Blood glucose concentrations were measured from the tail vein using a glucometer at different timelines. The liver and adipose tissue were fixed in 4% paraformaldehyde for 24 h, dehydrated, embedded in paraffin, and sectioned. The sections were stained with hematoxylin and eosin (HE) and observed under a light microscope.

### 2.3. Identification of circRNAs in the Liver

The total RNA in the liver tissue (*n* = 3/group) was isolated and purified using TRIzol reagent (Invitrogen, Carlsbad, CA, USA). Approximately 5 μg of total RNA was used to deplete ribosomal RNA, followed by treatment with RNase R (Epicenter Inc, Madison, WI, USA) to remove linear RNAs. The enriched circRNAs were used to construct fr-firstrand sequencing libraries [17], followed by paired-end sequencing on an Illumina Novaseq™ 6000 (LC Bio, Hangzhou, China). To identify circRNAs, Cutadapt [18] was first used to remove reads that contained adaptor contamination, low-quality bases, and undetermined bases. Bowtie2 [19] and Tophat2 [20] were used to map reads to the genome of species, and the remaining unmapped reads were mapped to the genome using Tophat-Fusion [21]. CIRCExplorer2 [22,23] and CIRI [24] were used to de novo assemble circRNA from the mapped reads. Then, back-splicing reads were identified in unmapped reads using Tophat-Fusion. CircRNA expressions from different groups were calculated by scripts, and we normalized the back-spliced reads using spliced reads per billion mapping. The data were uploaded to the Gene Expression Omnibus (GSE214134).

### 2.4. Bioinformatic Analysis and Construction of the ceRNA Network

Transcripts with *p* < 0.05 and |log_2_(FoldChange)| > 1 were regarded as showing differential expression by the edgeR package [25]. Functional enrichment analysis was performed on Sangerbox [26]. GO categories and KEGG pathways with *p* values < 0.05 showed significant differences in expressed circRNAs, targeting relationships between genes predicted using TargetScan, miRanda, and miRWalk. The ceRNA network was constructed using Cytoscape 3.8.2.

### 2.5. Validation of RNA-Seq Results

Real-time quantitative polymerase chain reaction (RT-qPCR) and Sanger sequencing were performed for circRNA validation. The primer sequences were designed using Primer 5 and are shown in Supplementary Table S1. The relative quantitative value was evaluated using the 2^−ΔΔCt^ method.

### 2.6. Statistical Analysis

Statistical analysis was performed in SPSS using the Student’s *t*-test. Data were expressed as mean ± SD. *p* < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Effects of a High-Fat Diet on Mice

Compared with the LFD group, the average body weight of mice in the HFD group significantly increased at 6 weeks of age, and body weight was >20% greater than that in the LFD group at 12 weeks old (*p* < 0.01) (Figure 1b). Daily food intake was not significantly different between the two groups (*p* > 0.05); however, the energy intake in the HFD group was significantly greater than that in the LFD group (*p* < 0.01) (Figure 1c). FBG, TC, and ALT levels in the HFD group significantly increased (*p* < 0.05), whereas the TG level in serum was not significantly elevated (*p* > 0.05) and the HDL-C level decreased (*p* > 0.05) (Figure 1d). In the GTT, the peak time of blood glucose was delayed in the HFD group, and the blood glucose levels failed to return to normal 120 min after injection, significantly increasing the area under the curve (AUC) compared with the LFD group (Figure 1e). The ITT revealed that blood glucose levels in the HFD group had a lower and slower decline, with significantly higher AUC than that in the LFD group (Figure 1f). In addition, mice in the HFD group had a pale-yellow enlarged liver as well as hepatic fat deposition and inflammatory cell infiltration; quantification of percentage of hepatic steatosis was 5~33% (score 1) using the NAFLD activity score (NAS) (Figure 1g). HE staining revealed that adipocytes in the HFD group were significantly larger than those in the LFD group (Figure 1h).

### 3.2. Overview of RNA-Seq

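The circRNA experiment compared liver RNA from 3 mice fed the HFD (60% fat) with liver RNA from 3 mice fed the LFD (10% fat), collected at 12 weeks of age after 7 weeks on the diet. The paper's methods describe depletion of ribosomal RNA and treatment with RNase R, an enzyme that digests linear RNA and spares circles. The sample descriptions that accompany the deposited data name the ribosomal depletion but not the RNase R treatment. For each circRNA and library the authors deposited the count of back-spliced reads, the reads that span the junction where the end of a circle joins its start, with no normalization. They also deposited a normalized signal, SRPBM, in which back-spliced reads are scaled to the mapped reads of the library. In every library SRPBM was the count multiplied by a single factor, which lay between 0.2294 and 0.2768 SRPBM per read over the 6 libraries. These factors correspond to totals of 151.4 to 152.9 times the mapped reads of Table 1.

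The back-spliced reads numbered 6418, 6590 and 6005 in HFD libraries 1, 2 and 3, and 5384, 5531 and 6290 in LFD libraries 1, 2 and 3. The median was 6418 reads on the HFD and 5531 reads on the LFD. The smallest signal that could be told from none, taken as 3 reads, was between 0.688 and 0.830 SRPBM, and this floor covers counting error only. Total SRPBM was 1587 ± 105 (SD, n = 3) in the HFD group and 1541 ± 113 (SD, n = 3) in the LFD group, a difference smaller than either SD (two-sided exact permutation test, p = 0.7). The smallest p that 3 mice against 3 allow in this test is 0.1. When the back-spliced reads were instead divided by the uniquely mapped reads of Table 1, with a constant factor that makes the values not comparable with SRPBM in size, the direction changed, with a mean of 516170 in the HFD group and 672290 in the LFD group (exact permutation test, p = 0.3).

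The libraries fall into 2 classes by the Q30 of Table 1, with 96.33% in HFD 1 and 96.5% in LFD 3 against 90.81% to 92.22% in the other 4. Within the lower class, total SRPBM was 1677 and 1613 in the HFD libraries and 1434 and 1531 in the LFD libraries. The higher class holds 1 library of each diet, with 1472 SRPBM in HFD 1 and 1659 SRPBM in LFD 3.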

A total of 314,264,818 raw reads were generated. After discarding the reads with adapters and undetermined and low-quality reads, 232,599,364 valid reads were obtained. Through quality control, the error rates of HFD and LFD were generally less than 0.5%, and statistics on the GC content reads showed that the average values of HFD and LFD were 60% and 61.2%, respectively (Table 1). The valid reads were mapped to the mouse reference genome, and the unmapped reads were subsequently selected. 

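Each circRNA is listed by its chromosome, strand, start and end, with the reads of each library. A library contained reads of 2131, 2043 and 1843 circRNAs in HFD 1, 2 and 3, and of 1752, 1791 and 2093 circRNAs in LFD 1, 2 and 3. The mean was 2006 ± 148 (SD, n = 3) in the HFD group and 1879 ± 187 (SD, n = 3) in the LFD group, a difference of 127.0 that did not exceed the spread between mice (two-sided exact permutation test, p = 0.3). After every library was thinned at random to the 5384 reads of the smallest library, the difference was 42.0 circRNAs (exact permutation test, p = 0.6). The highest number in each diet was that of the library with the higher Q30. Reads of 5428 circRNAs (72.7%) were found in 1 library only, and 4506 of these (83.0%) had 1 or 2 reads. The 176 circRNAs with reads in all 6 libraries held 11553 of the 36218 back-spliced reads. Of the circRNAs listed, 2127 carry the name of a circRNA database, and these held 45.8% of the reads. CircRNAs with a database name had a median of 3 reads and those without had a median of 2 reads. Reads in 1 library only were the case for 52.0% of the circRNAs with a database name and 80.9% of those without. The list contains 347 pairs of entries with the same chromosome, strand and end and with starts 1 bp apart, and counting each pair once left 7122 circRNAs.

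**Figure D1:**
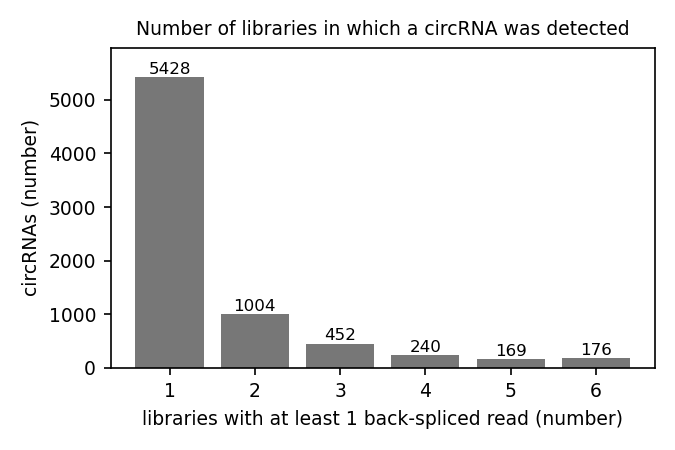
Number of circRNAs (y axis) by the number of libraries in which they had at least 1 back-spliced read (x axis). The bar for 1 library stands at 5428 circRNAs and the bar for all 6 libraries at 176.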

A total of 7469 circRNAs (5342 circRNAs were novel) were detected by CIRCExplorer2 and CIRI and used for the subsequent analysis. 

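The exonic class, whose junction ends lie on exons of a host gene, held 6406 circRNAs, the intronic class 973 and the intergenic class 90. In all, the circRNAs came from 3468 host genes. Exonic circRNAs held 91.2% of the back-spliced reads, intronic circRNAs 6.57% and intergenic circRNAs 2.20%. Among circRNAs with reads in at least 2 libraries, 1928 were exonic, 80 intronic and 33 intergenic, so that the intronic share was 3.92%. The intronic share of the circRNAs detected in a library was 10.1% ± 5.20 (SD, n = 3) in the HFD group and 8.37% ± 4.34 (SD, n = 3) in the LFD group (two-sided exact permutation test, p = 0.5). This spread followed the Q30 class. In reads, the intronic share was 10.8% in HFD 1 and 8.28% in LFD 3, and between 4.56% and 5.43% in the other 4 libraries, which comprise HFD 2 and 3 (5.43% and 4.75%) and LFD 1 and 2 (5.01% and 4.56%).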

Based on the junction positions, the 7469 circRNAs were divided into exon circRNA (86%), intron circRNA (13%), and intergenic circRNA (1%) (Figure 2a). Approximately 7.8% of circRNAs came from chr2 and 40.33% of circRNA transcripts were 200–400 base pairs (bp) in length (Figure 2b,c). In addition, the number of exons in circRNA transcripts mainly ranged from 1 to 4 (Figure 2d).

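Chromosome 2 held 586 of the listed circRNAs (7.85%), followed by chromosome 11 with 543 (7.27%) and chromosome 1 with 519 (6.95%). The share of chromosome 2 in a single library ranged from 6.96% to 8.22%. Chromosome X held 120 circRNAs and chromosome Y held 7. The median length was 409 bp, from the summed exons for exonic circRNAs, and 51 circRNAs could not be given a length. From 200 to below 400 bp there were 3003 circRNAs (40.2%), and from 400 to below 600 bp there were 1752 (23.5%). In a library, the circRNAs of 200 to below 400 bp made up 42.2% ± 2.12 (SD, n = 3) in the HFD group and 43.9% ± 2.87 (SD, n = 3) in the LFD group. When the distance from start to end on the chromosome was used in place of the spliced length, 6.60% of the circRNAs lay in this range.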

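The numbers of circRNAs listed with 1, 2, 3 and 4 exons were 1401, 2025, 1592 and 1001, which together made 6019 circRNAs (80.6%). These numbers cover all classes, and intronic and intergenic circRNAs can be listed with 1 exon too. The intronic mmu_circ_0001636 and the intergenic circRNA1709 are such entries, so that the 1401 are not all exonic circRNAs. The number of exons per circRNA reached 28, and 85 circRNAs had more than 10. For 98.9% of the exonic circRNAs, the GENCODE M21 annotation of the mouse genome GRCm38 gave the same number of exons between the listed start and end. Of the circRNAs detected in a library, 29.0% ± 1.60 (SD, n = 3) had 2 exons in the HFD group and 30.9% ± 1.79 (SD, n = 3) in the LFD group, which lies within about 1 SD of each other. The starts of 5725 exonic circRNAs coincided with the start of an annotated exon, and those of 631 lay 1 bp inside one.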

### 3.3. Differentially Expressed circRNAs

Transcripts with *p* < 0.05 and |log_2_(FoldChange)| ≥ 1 were regarded as DE. There were 21 significantly DE circRNAs between the two groups (*p* < 0.05), with 13 significantly upregulated and 8 significantly downregulated (Figure 3a and Supplementary Table S2). 

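The back-spliced read counts of the 3 HFD and 3 LFD libraries were compared with edgeR, the package named in the paper's methods, using TMM normalization and the two-sided quasi-likelihood test. The test covered the 2041 circRNAs with reads in at least 2 libraries. An unadjusted p under 0.05 together with an absolute log2 fold change of at least 1 was reached by 49 circRNAs, 24 higher and 25 lower in the HFD group. This division varied with the test, with 43 higher and 13 lower in an equal-variance test without moderation on linear SRPBM, and 7 higher and 19 lower in the libraries of the lower Q30 class alone. The 49 circRNAs are 2.40% of those tested, and all circRNAs with an unadjusted p under 0.05 met the fold change threshold. After Benjamini-Hochberg adjustment 0 circRNAs remained under 0.05, and the smallest adjusted p-value was 0.694. The 49 circRNAs had between 8 and 60 reads over the 6 libraries, with a median of 11. Among all circRNAs tested, 101 (4.95%) had no overlap in SRPBM between the diets. Chance gives 10% for 3 against 3 only if no values are tied. Many circRNAs had no reads in several libraries, so that the 4.95% cannot be read against the 10%. A similar count over the splits of the 6 libraries into 3 and 3 gave 99 for the diets and 72 to 145 for the others. The count past both thresholds depended on the test, from 0 with limma on log2 SRPBM with a pseudocount of 20 to 83 with a pseudocount of 0.13, the latter chosen after the data were seen. In the 4 libraries of the lower Q30 class alone, 26 circRNAs passed, of which 11 were among the 49. The higher class has 1 library per diet and could not be tested by itself.

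Of the 21 circRNAs that the paper names, 20 were among the 49, 12 higher and 8 lower in the HFD group, and all 21 moved in the direction the paper gives. CircRNA433, from the gene Kng2, had an unadjusted p-value of 0.0726. Its log2 fold change was 2.83 in edgeR and 3.175 as the ratio of mean SRPBM, beside the paper's 3.17 in Table S2, but with 2, 0 and 0 reads in the LFD libraries it can only be given as at least 1.99-fold higher in the HFD group. Adjusted over the 21 alone, 20 had an adjusted p under 0.05 in edgeR, which shows no stability since the list consists of calls made on these same libraries. By edgeR's log2 fold change, the 3 largest rises among the 49 circRNAs without overlap between the diets were those of circRNA76 (Pum2), circRNA1657 (Scp2) and circRNA50 (Dmgdh). The 3 largest falls were those of circRNA4837 (Pnpla3), circRNA4550 (Mlxipl) and mmu_circ_0008055 (Zcchc2). All 6 had no reads in one diet, where the size of this fold change depends on the small count that edgeR adds, so that this order is not an order of the size of the change. For circRNA50 this holds only for the entry as listed. CircRNA5627, with the same end and a start 1 bp away, had 2 reads in LFD 2. Summed with it, circRNA50 overlapped between the diets (log2 fold change of 2.33, unadjusted p-value of 0.161 in edgeR's quasi-likelihood test). From the comparison at these thresholds, the paper states that the 21 circRNAs were DE and takes them into the enrichment and network analyses.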

The heatmap shows the DE circRNA expression pattern between the two groups (Figure 3b). 

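The 21 circRNAs had between 10 and 39 back-spliced reads each over the 6 libraries, with a median of 15. In 18 of them one diet had no reads, 10 had reads in 3 libraries and 8 in 2 libraries. No SRPBM overlap between the diets was found for 13 of the 21, where chance gives 10% only for circRNAs without tied values and not chosen by their values. Because 20 of the 21 had at most 3 reads in every library of one diet, their change can only be given as a lower bound against 3 reads. This bound takes the mean of the other diet as observed, without its counting error or the spread between mice. A value above 1 therefore does not exclude that there was no change. CircRNA5602, from Mtss1, had 0, 8 and 15 reads in the LFD libraries and none in the HFD libraries, at least 2.73-fold lower in the HFD group by the mean, but the diets overlapped (two-sided exact permutation test, p = 0.4). CircRNA4837, from Pnpla3, had 5, 6 and 8 reads in the LFD libraries and none in the HFD libraries, at least 2.26-fold lower. CircRNA76, from Pum2, had 5, 3 and 5 reads in the HFD libraries and none in the LFD libraries, at least 1.34-fold higher.

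For 11 of the 21 the list holds a partner entry with the same end and a start 1 bp away, and in all 11 the partner had reads in a library where the entry itself had none. When the reads of the entries 1 bp apart were summed, a comparison chosen after the data were seen, 2 of these 11 passed both thresholds, circRNA1627 and mmu_circ_0013805, and all 10 without a partner passed. CircRNA646, from Ttc39c, had 13 and 3 reads in HFD 1 and 2 and none elsewhere, but together with its partner circRNA4001 it had a mean of 6.67 reads in both diets. CircRNA5602 together with its partner mmu_circ_0000603 had 5, 3 and 5 reads in the HFD libraries and 12, 8 and 15 in the LFD libraries, so that it remained lower in the HFD group, without overlap between the diets (log2 fold change of -1.56, unadjusted p-value of 0.0514 in edgeR).

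**Figure D2:**
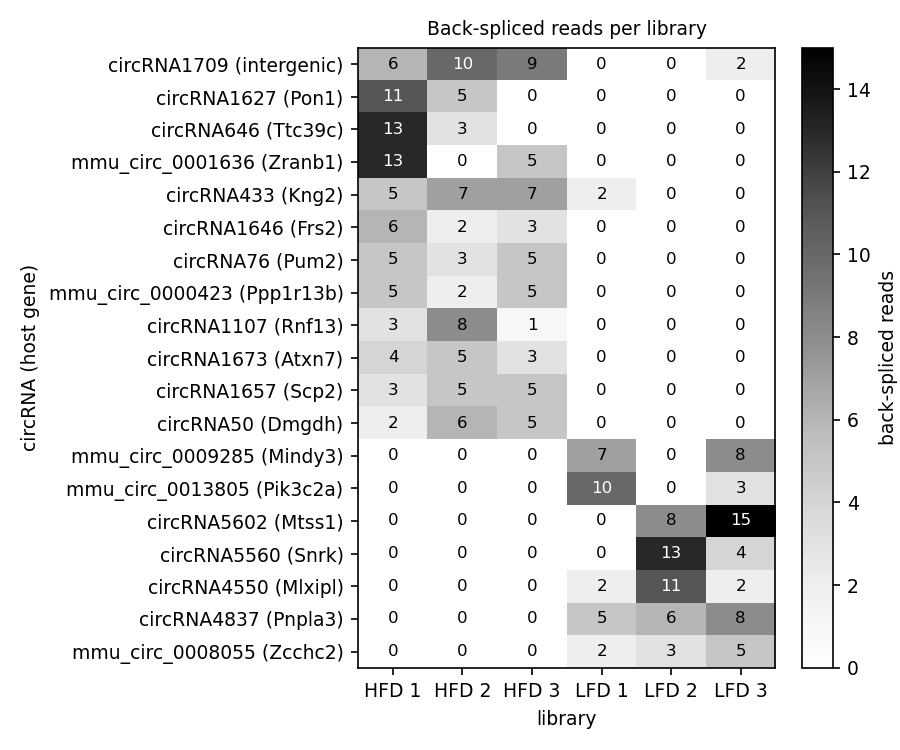
Back-spliced reads (grey scale and printed number) of 19 of the 21 circRNAs (y axis, host gene in brackets) in the 3 HFD and 3 LFD libraries (x axis). The largest number is 15 reads, and 17 of the circRNAs shown have none in 1 diet.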

GO and KEGG analyses was used to analyze the biological functions of DE circRNAs. A total of 200 GO terms were significantly enriched (*p* < 0.05). 

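The GO terms listed by the authors for each host gene were tested for the host genes of the 21 circRNAs with the hypergeometric distribution, one-sided. GO terms were listed for 19 of these host genes, and the background was the 1280 host genes with GO terms that had a circRNA with reads in at least 2 libraries. At an unadjusted p under 0.05 there were 178 terms. Of these, 162 rested on 1 host gene and 16 on 2 or more, and for 80 the term was held by 1 gene of the whole background. No term had an adjusted p under 0.05 over the 6441 terms of the background. Over the 401 terms held by at least 1 of the host genes, the smallest adjusted p-value was 0.0692. With all host genes listed as the background there were 217 terms, and the smallest adjusted p-value over the terms held by a host gene was 0.0457, an adjustment that leaves out the terms without a host gene.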

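Long-chain fatty acyl-CoA binding had the smallest p-value of all terms, an unadjusted 0.000209 in the hypergeometric test, and was held by Pnpla3 and Scp2, the only 2 genes of the background with this term. Phosphatidylcholine transfer activity and lipid hydroperoxide transport were each held by Scp2 alone among the background genes, and triglyceride acyl-chain remodeling by Pnpla3 alone, which gives each of these terms an unadjusted p-value of 0.0148. Scp2 hosts circRNA1657 and Pnpla3 hosts circRNA4837.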

GO annotations revealed that these circRNAs were significantly enriched in long-chain fatty acyl-CoA binding (GO:0036042), phosphatidylcholine transfer activity (GO:0120019), lipid hydroperoxide transport (GO:1901373), and triglyceride acyl-chain remodeling (GO:0036153) (Figure 3c). These DE circRNAs were significantly enriched in six signaling pathways (*p* < 0.05). Interestingly, some related signaling pathways involved lipid metabolism, such as inositol phosphate metabolism (KO00562), the phosphatidylinositol signaling system (KO04070), insulin resistance (KO04931), the sphingolipid signaling pathway (KO04071), and primary bile acid biosynthesis (KO00120) (Figure 3d). 

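KEGG pathways were listed for 8 of the host genes and for 563 genes of the background, and were tested as the GO terms were. At an unadjusted p under 0.05 there were 6 pathways, of which 4 rested on 2 host genes and 2 on 1. Inositol phosphate metabolism (9 background genes, unadjusted p-value of 0.00606) and the phosphatidylinositol signaling system (13 background genes, 0.0128) were each held by 2 host genes, as were the sphingolipid signaling pathway (21 background genes, 0.0324) and insulin resistance (23 background genes, 0.0385). Primary bile acid biosynthesis (0.0421) was held by Scp2, and the remaining pathway, African trypanosomiasis (0.0142), by Kng2. After adjustment over the 297 pathways of the background no pathway was under 0.05. Over the 41 pathways with a host gene, the smallest adjusted p-value was 0.194. The paper names 5 of these pathways as related to lipid metabolism and does not name African trypanosomiasis in its text.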

To verify the reliability of circRNA expression data, 5 circRNAs were randomly selected based on the back-splicing junction read count and evaluated by RT-qPCR. This was consistent with the trend of RNA-seq results (Figure 3e).

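In the sequenced libraries, circRNA4550, from Mlxipl, had 2, 11 and 2 reads in the LFD libraries and none in the HFD libraries, at least 1.82-fold lower in the HFD group. CircRNA1657, from Scp2, had 3, 5 and 5 reads in the HFD libraries and none in the LFD libraries, at least 1.36-fold higher. The SRPBM values of circRNA4550, circRNA4837 and circRNA1657 did not overlap between the diets (two-sided exact permutation test for each, p = 0.1, the smallest that 3 mice against 3 allow). The RT-qPCR measurements were not analysed here.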

### 3.4. Construction of the ceRNA Network

CircRNAs can act as ceRNAs and thus influence the expression levels of their target genes. In this study, based on the DE circRNA sequence detected by RNA-seq, Targetscan and miRanda were used to predict the target relationship between circRNAs and miRNAs. The miRNAs were then used to predict the potential target mRNAs using miRWalk. As a result, 1782 mRNAs containing miRNA-recognizing sites (MRE) were detected. These target mRNAs were significantly enriched in 432 GO terms and 112 KEGG pathways. The top five enriched GO terms and KEGG pathways are shown in Figure 4a. Genes enriched in these processes were selected for ceRNA network construction, which included 149 circRNA–miRNA and 2195 miRNA–mRNA interaction pairs as well as 1538 nodes (21 DE circRNAs, 97 correlated miRNAs, and 1420 mRNAs) and 2344 edges (Figure 4b).

Notably, some well-known lipid metabolism–related processes, such as the mitogen-activated protein kinase (MAPK) signaling pathway (KEGG:mmu04010) and PI3K/AKT signaling pathway (KEGG:mmu04151), were detected. The detailed ceRNA network of these two pathways was then constructed. In the MAPK signaling pathway ceRNA network, 14 DE circRNAs, 26 miRNAs, and 61 genes were enriched, with *circRNA1709* containing 37 miRNA binding sites, which can be regulated by *mmu-miR-203*, *mmu-miR-193*, and other miRNAs, including *AKT3*, *MAPK9*, *FGF9*, and *IGF1R* and other genes involved in lipid metabolism regulation (Figure 4c). In the PI3K/AKT signaling pathway ceRNA network, 13 DE circRNAs, 29 miRNAs, and 64 genes were enriched; it is worth noting that *circRNA1709* occupies a central regulatory role in this pathway (Figure 4d). 

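CircRNA1709 lies on the plus strand of chromosome 12 of GRCm38 from 29136366 to 29142079, a span of 5714 bp, and is listed as intergenic with no host gene. In the GENCODE M21 annotation this span overlaps Gm31333, a lincRNA gene on the same strand from 29139167 to 29199768. The end of circRNA1709 at 29142079 coincides with the end of an exon in 2 annotated exons of Gm31333, while its start lies upstream of that gene. The next annotated gene is 4833405L11Rik, a lincRNA gene at a distance of 29516 bp. CircRNA1709 had 6, 10 and 9 back-spliced reads in the HFD libraries and 0, 0 and 2 in the LFD libraries, with an unadjusted p-value of 0.023 in edgeR's quasi-likelihood test. Its SRPBM was 2.11 ± 0.641 (SD, n = 3) in the HFD group, at least 2.62-fold higher than in the LFD group. No other entry has the same end and a start 1 bp away. The predicted miRNA binding sites were not analysed here.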

We performed a protein–protein interaction (PPI) network analysis of the potential target gene of *circRNA1709*, and the results are shown in Figure 5. The hub gene in the PPI network was further analyzed using cytoHubba, and 10 hub genes, including *KRAS*, *PTEN*, *CREB1*, *MAPK8*, *MAPK9*, *MAPK14*, *GSK3B*, *MET*, *AKT3*, and *CDKN1B*, were identified. It is worth noting that another circRNA molecule identified in this study, *circRNA4842*, whose parental gene is *PTEN*, is cyclized by the third, fourth, and fifth exons of the *PTEN* gene (Figure 6a). Our quantitative analysis of *PTEN* gene expression in mouse liver tissue revealed that *PTEN* gene expression in the liver of mice fed an HFD was downregulated (*p* > 0.05) (Figure 6b). Further research on the relationship between *PTEN*, *circRNA1709*, and *circRNA4842* is needed.

## 4. Discussion

Obesity refers to a certain degree of excessive weight and fat layer caused by excessive accumulation of body fat, especially triglycerides [27]. Increasing evidence suggests that obesity is associated with liver disease, insulin resistance, and multiple metabolic syndromes; therefore, a deeper understanding of the underlying mechanism of obesity is necessary for early diagnosis and new effective treatments [28]. In this study, we established an obese mouse model by feeding mice with an HFD. The body weight, FBG, TC, and ALT in the serum of mice in the HFD group significantly increased compared with that in the LFD group. The HFD group showed significant abnormal glucose tolerance and insulin resistance, accompanied by hepatic steatosis and inflammatory cell infiltration in mice in the HFD group. The aforementioned results show that the obese mouse model in this study is successfully constructed and can be used for subsequent studies. Food-induced models of animal obesity are similar to human obesity and are often used to study the relationship between diet, genes, and other factors and obesity diseases. A mouse obesity model constructed by high-calorie-diet feeding can be used as a suitable animal model for preclinical pharmacodynamic studies of obesity and related complications [29,30].

Obesity is affected by a combination of genetic factors and environmental factors. In previous studies, some key genes involved in lipid metabolism, such as *PPARγ*, *CEBPα*, and *FABP4*, were identified [31,32]. Gene expression can be regulated by different molecules, such as lncRNAs and miRNAs, at different levels, such as post-transcription and post-translation [33,34]. As a newly described class of RNAs, circRNAs have gained much attention based on their regulatory role in different biological processes [35,36]. In this study, we performed deep RNA-seq on liner-depleted RNA extracted from the liver tissues of mice. A total of 7469 circRNAs were detected by our RNA-seq analysis, and compared with the public database, 5342 novel isoforms were identified. Our results show that the circRNA molecules expressed in mouse liver tissue are mainly exon cyclic, which is similar to the results of circRNA studies in other species. In addition, the chromosomal distribution, length, and exon content of cyclic RNA molecules in mouse livers can provide a reference for further study of circRNA. It is noteworthy that we found internal ribosomal entry sites (IRES) in some circRNAs, suggesting that these IRES-containing circRNAs may have the potential to code for peptides. Related studies have also confirmed the existence of circRNAs with coding ability, and follow-up research can focus in this direction [37,38].

In this study, the differences in circRNA expression profiles of liver tissues in the HFD and LFD groups were further compared, and a total of 21 DE circRNAs were found, of which 13 were upregulated in the HFD group and 8 were downregulated. These DE circRNAs may play an important regulatory role in diet-induced obesity. Prediction of the function of these DE circRNAs can be made with reference to their parental genes [39]. Previous studies have shown that an important role of circRNAs is to regulate the expression of their linear counterparts, which can be positive or negative [40]. For example, *CircFECR1* can reduce the promoter methylation of its parental gene and improve its expression through epigenetic mechanisms [41]. In this study, the functional enrichment analysis of DE circRNAs was performed with reference to their parental genes. DE circRNAs are enriched in multiple pathways associated with lipid metabolism, such as long-chain fatty acyl-CoA binding, insulin resistance, and the phosphatidylinositol signaling pathway. Our study provides a reference for the subsequent development of these circRNAs to regulate the expression of their parental genes and affect the process of lipid metabolism. The network of DE circRNAs, parental genes, and target miRNAs is shown in the Supplementary Materials Figure S1.

For the function prediction of circRNAs, it is incomplete to mention only the relationship between circRNAs and their parental gene. In this study, based on the sequence structure of DE circRNAs, we predicted the miRNA recognition site, accompanied by prediction of the miRNA target gene, and successfully constructed the ceRNA network. The theory of the ceRNA regulatory network states that RNA molecules with the same MRE can competitively bind miRNAs, thereby affecting the expression of target molecules and regulating different biological processes [42]. In this study, 21 DE circRNAs interacted with 97 miRNAs and thus have potential interaction with 1420 genes. The result of functional enrichment analysis showed that some well-known lipid metabolism-related processes, such as the MAPK signal pathway and PI3K/AKT signaling pathway, were detected. *MAPK* are key mediators of signal transduction in mammalian cells [43]. The MAPK signaling pathway plays a key role in activating downstream transcription factors through kinase cascades, mediating gene expression and initiating cellular events, such as appetite, lipogenesis, glucose homeostasis, and thermogenesis [44,45]. Abnormal activation of PI3K/AKT signaling pathways promotes the development of obesity [46]. *PI3K* and *AKT* in the signaling pathway can be involved in glycogen synthesis, glucose uptake, and lipogenesis when activated by upstream signals such as hormones and growth factors [47]. In addition, the PI3K/AKT pathway is indispensable in the insulin signaling pathway and is associated with obesity and the severity of insulin resistance [48]. In this study, *circRNA1709* occupies an important position in the ceRNA regulatory network we constructed, and its target gene plays a key regulatory role in the MAPK and PI3K/AKT signaling pathways. We analyzed the hub target gene of *circRNA1709* using the PPI network and identified 10 hub genes, including *KRAS*, PTEN, CREB1, MAPK8, MAPK9, MAPK14, GSK3B, MET, AKT3, and CDKN1B. Among these genes, the *PTEN* gene is the key gene involved in the regulation of lipid metabolism. The *PTEN* gene is a mutable tumor suppressor gene, and the PTEN protein has the dual enzymatic activity of protein phosphatase and lipid phosphatase and is involved in regulating body growth and metabolism through complex signal transduction pathways [49]. *PTEN* can block the PI3K/AKT signaling pathway; activate *FoxO1* or inactivate *mTORC*; regulate *SREBP* and *MAF1*; affect the expression of enzymes, such as Fasn and Acc; and inhibit lipid production [50]. In addition, multiple studies have found that the *PTEN* gene is associated with insulin resistance [51]. *PTEN* mutants appear in various primary tumor tissues, whereas overexpression of wild *PTEN* is found in chronic insulin-resistant diseases. Function-loss experiments have proved that *PTEN* participates in the regulation of circulating glucagon levels and insulin resistance in HFD-fed mice [52]. Obesity is the most important risk factor for insulin resistance; however, the specific pathogenesis needs to be further studied. The obese mouse model constructed in this study showed abnormal glucose tolerance and insulin resistance. The *circRNA1709* screened in this study may be involved in the development of insulin resistance by regulating *PTEN* expression, and subsequent functional studies are necessary. It is also noteworthy that this study found two DE circRNAs that have a potential relationship with *PTEN*, including *circRNA1709* (which might target the *PTEN* gene) and *circRNA4842* (*PTEN* might be the parental gene). These two circRNAs can be used as molecular targets to explore the molecular mechanism of lipid metabolism and provide a new therapeutic target for lipid metabolic diseases. In addition, these two circRNAs exhibit different expression patterns in the liver of HFD-fed mice, which suggests that *PTEN* gene regulation and the development of insulin resistance may be achieved by different circRNAs through interaction. Biological mechanisms should be systemically studied, as the results obtained by discussing the role of individual circRNAs alone are not credible.

## 5. Conclusions

In this study, we successfully constructed a diet-induced obese mouse model and screened the circRNA expression profiles in liver tissues. A total of 7469 circRNAs expressions were detected, of which 21 were DE in the HFD and LFD groups. DE circRNAs may be involved in lipid metabolic-related pathways and act as miRNA sponges to modulate gene expression. *CircRNA1709* and *circRNA4842* may serve as new candidates to regulate *PTEN* expression and thus be involved in the regulation of lipid metabolism and insulin resistance. Further experimental work is necessary to understand the functions of the indicated circRNAs in adipogenesis.

## Figures and Tables

**Figure 1:**
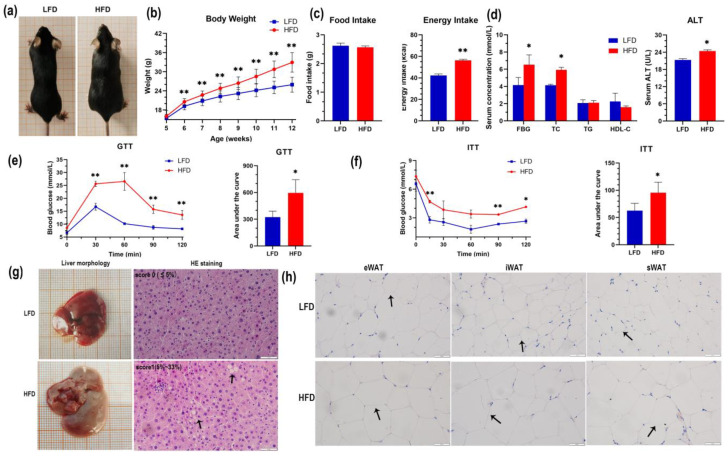
Establishment of a mouse model of diet-induced obesity. (**a**) The appearance of HFD and LFD mice; (**b**) Average weekly body weight of HFD- and LFD-fed mice; (**c**) average daily food intake and energy intake per mouse. Average energy intake per mouse in the HFD or LFD group = different feed energy × average daily food intake per mouse. HFD: 21.92 kJ/g, LFD: 16.11 kJ/g; (**d**) serum concentration of FBG, TC, TG, HDL-C, and ALT between the HFD and LFD groups; (**e**) results of GTT and AUC of GTT (**f**) results of ITT and AUC of ITT; (**g**) liver morphology and HE staining of the liver (arrows point to fat vacuoles); the hepatic steatosis score of HFD mice = 1 (5~33%), ×200 microscope magnification (scale bar, 50 μm); (**h**) HE staining of adipose tissue (arrows show changes in the number and size of adipocytes), eWAT: epididymis white adipose tissue, iWAT: inguinal white adipose tissue, sWAT: subcutaneous adipose tissue, ×400 microscope magnification (scale bar, 50 μm). * *p* < 0.05, ** *p* < 0.01.

**Figure 2:**
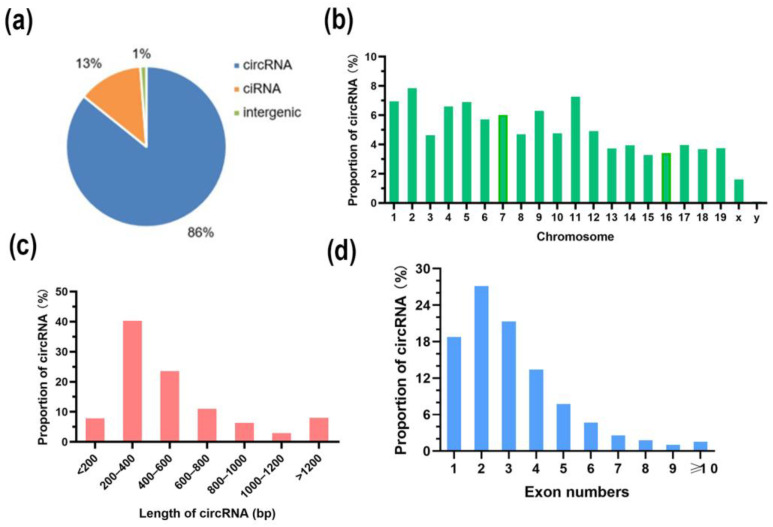
Overview of RNA-seq. (**a**) The types of total identified circRNA; (**b**) the distribution of total identified circRNA on the chromosome; (**c**) the length of circRNA; (**d**) exon numbers of circRNA.

**Figure 3:**
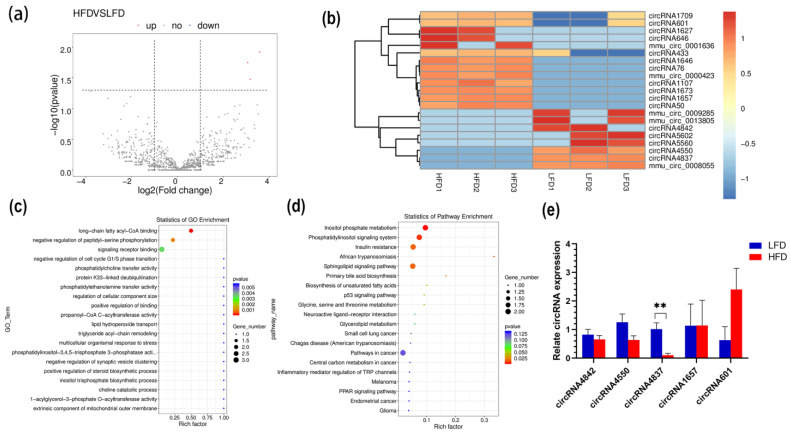
The analysis of DE circRNAs. (**a**) Volcano plot. Red represents upregulated and blue represents downregulated circRNAs. (**b**) heatmap of 21 DE circRNAs using DESeq2 rlog; (**c**) top 20 GO terms for parental genes with DE circRNAs; (**d**) top 20 KEGG pathways; (**e**) validation of five DE circRNA expression levels by RT-qPCR, ** *p* < 0.01.

**Figure 4:**
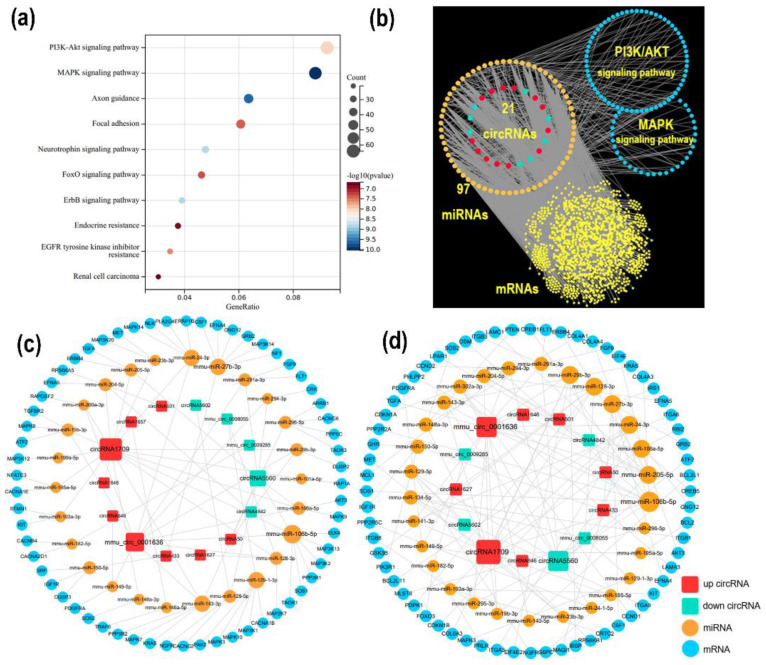
Construction of ceRNA network. (**a**) Top five enriched GO terms and KEGG pathways of target mRNA with Sangerbox; (**b**) ceRNA network with 21 DE circRNAs (red represents upregulated circRNAs, cyan represents downregulated circRNAs), 97 miRNAs (orange represents miRNAs), and 1420 mRNAs (blue represents mRNAs involved in MAPK and PI3K/AKT signaling pathway, and yellow represents the remaining mRNAs). Among the 1420 mRNAs, 61 were involved in the MAPK signaling pathway and 64 were involved in the PI3K/AKT signaling pathway; (**c**) CeRNA network of MAPK signaling pathway; (**d**) CeRNA network of PI3K/AKT signaling pathway.

**Figure 5:**
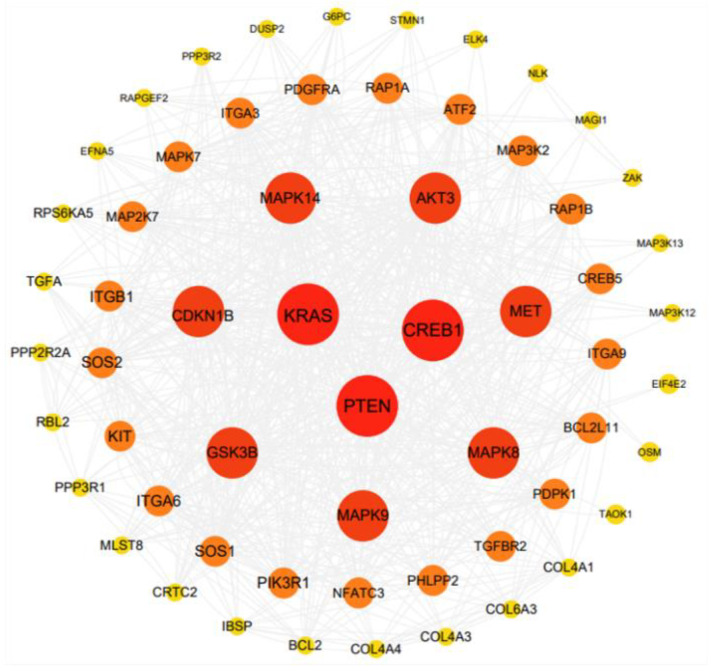
PPI network of the potential target genes of *circRNA1709*. The larger the circle, the more proteins it interacts with, representing greater importance in the network.

**Figure 6:**
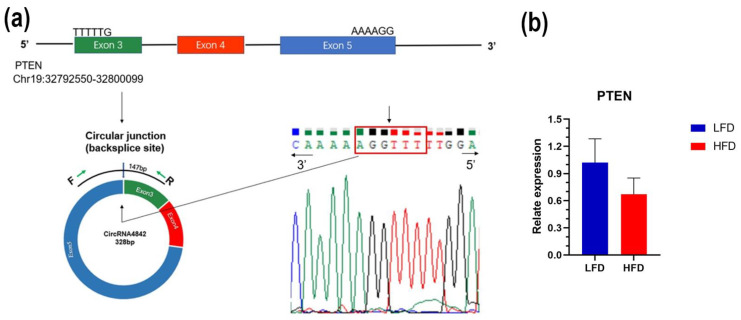
Validation of the *circRNA4842* and its parental gene. (**a**) Divergent primers were designed for *circRNA4842* validation; (**b**) relative expression levels of *PTEN*.

**Table 1:** Statistics of RNA-seq data.

Sample	Raw Data	Valid Data	Valid Ratio	Mapped Reads	Unique Mapped Reads	Q20%	Q30%	GC Contents%
HFD1	55,704,582	40,656,388	72.99	28,545,064 (70.21%)	17,168,081 (42.23%)	99.95	96.33	59
HFD2	55,388,836	42,390,104	76.53	25,915,631 (61.14%)	11,418,281 (26.94%)	99.86	90.81	59.5
HFD3	51,100,520	40,360,256	78.98	24,590,954 (60.93%)	10,049,723 (24.90%)	99.90	90.85	61.5
LFD1	50,753,286	37,071,822	73.04	24,760,292 (66.79%)	6,777,698 (18.28%)	99.89	92.22	62.5
LFD2	51,741,522	37,645,092	72.76	23,792,149 (63.20%)	9,708,540 (25.79%)	99.90	92.09	60
LFD3	49,576,072	34,475,702	69.54	24,803,033 (71.94%)	9,635,483 (27.95%)	99.95	96.50	61

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository and accession number can be found below: www.ncbi.nlm.nih.gov/geo/, GSE214134 (accessed on 15 October 2022).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/genes14030688/s1. Figure S1: The network of DE circRNAs, parental genes, and target miRNAs; Table S1: The primer sequences of circRNA and GAPDH; Table S2: Expression profiling of DE circRNAs between the HFD and LFD groups.

# Supplementary material for: Identification of Circular RNA Profiles in the Liver of Diet-Induced Obese Mice and Construction of the ceRNA Network
**Source:** Genes (Basel). 2023 Mar 10;14(3):688. doi: 10.3390/genes14030688
**Supplement:** Supplementary file 1

|                  |         |      |      |      |
|------------------|---------|------|------|------|
| circRNA5560      | circRNA | -inf | 0.02 | down |
| mmu_circ_0001636 | ciRNA   | inf  | 0.03 | up   |
| circRNA50        | circRNA | inf  | 0.03 | up   |
| mmu_circ_0009285 | circRNA | -inf | 0.03 | down |
| circRNA1673      | circRNA | inf  | 0.03 | up   |
| circRNA433       | circRNA | 3.17 | 0.03 | up   |
| circRNA1627      | circRNA | inf  | 0.03 | up   |
| mmu_circ_0008055 | circRNA | -inf | 0.04 | down |
| mmu_circ_0000423 | circRNA | inf  | 0.04 | up   |
| circRNA646       | circRNA | inf  | 0.04 | up   |
| circRNA1646      | circRNA | inf  | 0.05 | up   |
| mmu_circ_0013805 | circRNA | -inf | 0.05 | down |
| circRNA1107      | circRNA | inf  | 0.05 | up   |

How the deposited data were processed for this re-analysis (not part of the article)

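Liver RNA was sequenced from 3 HFD mice and 3 LFD mice, and each library was assigned to its diet and replicate by its title. According to the paper, the authors removed adapters and low-quality reads with Cutadapt, mapped the reads with Bowtie2, TopHat2 and TopHat-Fusion, and called circRNAs with CIRCExplorer2 and CIRI. The authors deposited the count of back-spliced reads of each circRNA in each library, without normalization. The authors also deposited a signal for each circRNA and library, SRPBM, which they normalized to the mapped reads of the library. All SRPBM values were equal to the count times a factor of the library within rounding. The genome build is not named in the paper's text. The listed positions were compared with the exons of GENCODE M21, which is on GRCm38.

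The test set out before the data were examined was limma on log2 SRPBM with a pseudocount of 20, chosen on the assumption that a single read would be worth more than 20 SRPBM. The largest SRPBM of all was 22.03, so that this pseudocount exceeded nearly every value and left almost no room for a log2 fold change of 1. Because whole read counts were given and the paper's methods name edgeR, the edgeR quasi-likelihood test (glmQLFit and glmQLFTest, TMM normalization), which had been listed as an alternative, was used for the values in the text. CircRNAs with reads in at least 2 libraries were tested. The thresholds were an unadjusted p under 0.05 and an absolute log2 fold change of 1, and Benjamini-Hochberg adjusted p-values were computed beside them. The common dispersion was 1.168 for the circRNAs as listed. The TMM factors lay between 0.9463 and 1.0587. Host genes were tested in the same way after their circRNAs were summed. Totals per library were compared with two-sided exact permutation tests over the 20 arrangements of the 6 libraries.

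Library totals lay between 5384 and 6590 back-spliced reads. On data simulated at this depth with an 8-fold change in 200 circRNAs, of which those with too few reads were not tested, the quasi-likelihood test called 71.6% of the changed circRNAs tested when the dispersion was 0.05 and 39.4% when it was 1. With the dispersion of 1, 0 of them had an adjusted p under 0.05, while 63 passed the unadjusted thresholds, as did 3.24% of the unchanged circRNAs. At 100 times this depth with the dispersion of 1, 123 of the 200 passed the unadjusted thresholds and again 0 had an adjusted p under 0.05. In this simulation low depth alone therefore does not account for the 0. A fold change against a diet whose libraries all had 3 reads or fewer was computed against 3 reads and is given as a lower bound. This bound leaves out the counting error of the other diet and the spread between mice.

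GO terms and KEGG pathways were those listed by the authors for each host gene, tested with the hypergeometric distribution in SciPy, and 1000 random sets of as many host genes were drawn for comparison. Alternatives were limma with pseudocounts of 1, 20 and 40, with SRPBM scaled to the library total and with trend and robust fitting, an equal-variance test on linear SRPBM without moderation, edgeR without TMM and with the library sizes of Table 1, the edgeR exact test, DESeq2, no filter and a filter of 3 libraries, the Q30 class or the replicate number in the model, and each library left out. Alternatives added after the data were seen were the summing of entries 1 bp apart, limma with a pseudocount of 0.13, edgeR without TMM on the back-spliced totals, the 4 libraries of the lower Q30 class alone, the exact test and the equal-variance test without a filter, and the backgrounds of the enrichment tests. The circRNAs named in the text are those named by the paper, the 3 with the largest mean SRPBM, and the 3 largest rises and 3 largest falls by edgeR's log2 fold change among circRNAs past the thresholds whose groups did not overlap. Partner entries 1 bp away, ciRNA337, mmu_circ_0005263 and mmu_circ_0012070 were singled out after their values were seen.

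The RT-qPCR measurements, the body measurements and the predicted miRNA and protein networks were not analysed here. The results for some circRNAs and host genes are not reported here, although counts over all circRNAs include them. The software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.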

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

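The paper reports the share of intronic circRNAs but not their reads per library, and it does not report on the entries 1 bp apart, which include 11 of its 21 DE circRNAs, or on the most abundant circRNAs. Each result in this part had signal above 3 reads. The test by strand and the test of the intronic share by Q30 class were chosen after those results were seen.

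The list of circRNAs contains 347 pairs of entries with the same chromosome, strand and end and with starts 1 bp apart. They comprise 9.29% of the entries and 14.3% of the reads. Starts 2 to 5 bp apart gave 13 pairs in all, so that independent junctions lying close together do not account for the number at 1 bp. If both starts were real neighbouring splice sites, a library with several reads of a pair would often have reads of both. Reads of both entries were found in 11 of the 1274 combinations of pair and library with reads. Random assignment of the same reads would give 663. That number takes every read as independent. Several reads amplified from a single molecule, which fall on the same entry, would also make reads of both entries rarer. Amplification was not tested. A further 631 exonic circRNAs, partly the same entries, start 1 bp inside an annotated exon. On the plus strand, where the start is the acceptor side, lay 52.5% of them, not different from the circRNAs that start at an exon start (Fisher's exact p = 0.585), which goes against alternative acceptor sites of the host transcript. Of the higher starts 0 carry a database name, and of the lower starts 210 do. If the reads are independent, the remaining candidate explanation is that a single circle was written under one or the other start in different libraries. Which step of circRNA calling would do so was not tested.

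The most abundant circRNAs were mmu_circ_0001605 from Rnf169 with 385 reads, circRNA1006 from Asph with 367 reads and mmu_circ_0010409 from Tlcd4 with 343 reads over the 6 libraries. The smallest exact permutation p for a difference between the diets was 0.2, for mmu_circ_0010409, which had 16.1 ± 1.35 SRPBM (SD, n = 3) in the HFD group and 13.5 ± 2.02 SRPBM (SD, n = 3) in the LFD group. With 3 mice per diet this test cannot go below 0.1, so that an effect of diet could not be told apart from none. The 10 circRNAs with the largest mean SRPBM over the 6 libraries took between 7.23% and 8.31% of the reads of a library.

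Intronic circRNAs had 2378 reads. Their share of the reads was highest in HFD 1 and LFD 3, the libraries of the higher Q30 class, and 1 of the 15 pairs of libraries, this one, had a mean as far above the other 4. With 15 pairs this proportion of pairs cannot fall under 0.05. The count by itself therefore cannot tell the Q30 class of the libraries apart from chance. The difference between the diets was 1.04 percentage points (exact permutation test, p = 0.6). The intronic ciRNA337 from Filip1l, chosen after its values were seen, had 33 reads in HFD 1, 32 reads in LFD 3 and none in the other 4 libraries.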

How the results depend on the processing

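The alternatives were set before the data were examined, except those named in processing as added. Of the circRNAs tested, 49 passed an unadjusted p of 0.05 and an absolute log2 fold change of 1. That count stayed within 1.5 times 49 without a filter (46), with a filter of 3 libraries (52), with the mapped reads as library size (44) or the back-spliced total (48, added), with no fold change threshold (49), with the equal-variance test on linear SRPBM (56, with or without a filter) and with the entries 1 bp apart summed (47, added). The circRNAs were not always the same, since the number shared with the 49 was 34 without a filter, 18 with a filter of 3 libraries, 40 with the mapped reads, 47 with the back-spliced total, 15 with the equal-variance test and 33 with the entries summed. With the mapped reads as library size 28 were higher and 16 lower in the HFD group. The count fell to 20 with limma and a pseudocount of 1, 12 with the edgeR exact test (15 without a filter), 11 with DESeq2, 13 with the Q30 class as a covariate and 26 in the 4 libraries of the lower Q30 class, and it rose to 83 with limma and a pseudocount of 0.13. With the entries 1 bp apart summed, the exact test gave 10. It was 0 in each limma fit with a pseudocount of 20 or 40, with SRPBM scaled to the library total, and with trend and robust fitting, while the counts at an unadjusted p under 0.05 in these fits were 66, 67, 64 and 15. In those fits the pseudocount exceeded nearly all values and left almost no room for a log2 fold change of 1. The 6 fits that each left out one library gave from 20 to 39 circRNAs.

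With the replicate number as a block, 10 circRNAs passed, and 9 when the entries 1 bp apart were summed. The numbers denote different mice, and over 585 circRNAs the deviations of same-numbered libraries correlated by a mean of -0.002, against 0.001 for other pairs of libraries. The replicate block therefore removes degrees of freedom without a shared effect to account for, and a circRNA lost under it is not thereby a weaker effect. The paired sign-flip tests of the library totals, which cannot go below p = 0.25, gave exact p = 0.75 for SRPBM and 0.5 for the number of circRNAs detected.

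After adjustment 0 circRNAs were under 0.05 in the reported test, with 49 at an unadjusted p under 0.05. The count was 4 with the equal-variance test without moderation (3 without a filter, added), 1 in edgeR without a filter and from 0 to 1 when one library was left out. Over all alternatives the smallest adjusted p-value ranged from 0.000201 to 1.0. The summed host genes gave 0 under 0.05 after adjustment, with 42 past the unadjusted thresholds, and 4 with the equal-variance test. Changing to an adjusted p of 0.1 left the circRNA count at 0.

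Of the paper's 21 circRNAs, 20 passed. The count was 14 with limma and a pseudocount of 1, 21 with a pseudocount of 0.13, 11 with the equal-variance test (with or without a filter), 12 with a filter of 3 libraries, 12 with the exact test (with or without a filter), 10 with DESeq2, 11 with the Q30 class as a covariate, 6 in the 4 libraries of the lower Q30 class and 8 with the replicate block. It was 0 in the same limma fits as above. With the entries 1 bp apart summed it was 12, with the exact test on the sums 8 and with the replicate block on the sums 6. From 9 to 14 passed across the 6 fits that each left out one library.

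The reads summed over entries 1 bp apart reversed the direction of circRNA646, to a log2 fold change of -0.13 in both edgeR tests and -0.38 with the replicate block. The partner entry, circRNA4001, holds the reads that reverse it. The abundant mmu_circ_0001605, with a log2 fold change of -0.08 far from the threshold, reversed to 0.0049 in limma with a pseudocount of 20 or 40 and with trend and robust fitting, 0.027 with the equal-variance test, 0.023 with the mapped reads as library size, and ranged from -0.29 to 0.09 without one of the libraries (0.0862 without HFD replicate 1, 0.0107 without LFD replicate 2). CircRNA1006 reversed to 0.11 without LFD replicate 3, with -0.36 without LFD replicate 1 as the lowest, and mmu_circ_0010409 to -0.0068 in the lower Q30 class. Over the 22 circRNAs reported singly, 493 comparisons with an alternative left 291 on the same side, 184 weaker, 5 stronger and 13 reversed. Alternatives with an infinite fold change gave no value.

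The difference in total SRPBM reversed to -7.36 without LFD replicate 1, with 105.2 without LFD replicate 3 as the highest, and to -156120 when the reads were divided by the uniquely mapped reads and -4166 when divided by the valid reads, both with a constant factor that makes them not comparable with SRPBM in size. The number of circRNAs listed was 2041 with reads in at least 2 libraries, 176 with reads in all 6 and 4285 with at least 2 reads. Of 78 comparisons of the overview shares, 17 moved by the SD between replicates or more. The 178 GO terms changed to 217 with all host genes listed as the background and to 169 for the host genes of the 49, and the 6 KEGG pathways to 6 and 5. The number of circRNAs detected kept its direction under every alternative run. With 10 to 39 reads for each of the 21 circRNAs, the depth limits their fold changes to lower bounds in 20 of them.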

Differences from the paper's values

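The paper reports 21 DE circRNAs, and the edgeR quasi-likelihood test gave 49 at the paper's thresholds. The paper's methods name edgeR but not the test, the normalization or the filter. Table S2 gives an infinite fold change for circRNA50, for example, where edgeR's log2 fold change here was 5.05. The counts may therefore not come from the same computation. Among the alternatives set before the data were examined, the count was within 1.5 times the paper's 21 with limma and a pseudocount of 1 (20), without HFD replicate 2 (20), without HFD replicate 3 (22), without LFD replicate 2 (21) and without LFD replicate 3 (27), and not with the others. The edgeR exact test without a filter (15) and the 4 libraries of the lower Q30 class alone (26) also came within this range and were chosen after the data were seen. Of these, limma with a pseudocount of 1 called 14 of the paper's 21 circRNAs.

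The paper reports 13 upregulated circRNAs, against 24 here. The count was within 1.5 times the paper's 13 with limma and a pseudocount of 1 (12) and without HFD replicate 1 (18), HFD replicate 2 (11), LFD replicate 1 (19), LFD replicate 2 (12) or LFD replicate 3 (14), and not with the other alternatives. The paper reports 8 downregulated circRNAs, against 25 here. The count was within 1.5 times the paper's 8 with limma and a pseudocount of 1 (8), the edgeR exact test (7), the replicate block (7), without HFD replicate 2 (9) and without LFD replicate 2 (9), and not with the other alternatives set before the data were examined. The exact test without a filter (7) and, with entries 1 bp apart summed, the exact test (6) and the replicate block (7) came within this range too and were chosen after the data were seen.

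The paper lists circRNA433 as upregulated, while its unadjusted p-value was 0.0726 here. It passed both thresholds with limma and a pseudocount of 1, with the equal-variance test on linear SRPBM, and without LFD replicate 1, all set before the data were examined. It also passed with limma and a pseudocount of 0.13, with the equal-variance test without a filter, and in the quasi-likelihood and exact tests with entries 1 bp apart summed, all chosen after the data were seen. Limma with a pseudocount of 0.13 was the only test run that called all 21.

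In Fig. 3e, read by eye, circRNA1657 is at about the same level in both diets by RT-qPCR, while its back-spliced reads were found in the HFD libraries only.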

Other observations

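The tests of partner entries among the DE circRNAs, of reads per circRNA and of the Q30 class on library composition were chosen after the results were seen.

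The count of DE circRNAs was compared with other splits of the 6 libraries into 3 and 3. Among the 4 splits that part all 3 same-numbered pairs, 3 gave as many DE circRNAs as the diets (49), the diet split included, with 66 and 79 for the larger ones and 35 for the remaining one. After the entries 1 bp apart were summed, 3 of the 4 splits again gave as many as the 47 of the diets. With 4 splits, or 10 in all, a share under 0.05 cannot be reached. The 6 other splits part 1 same-numbered pair each. Over all 10, the 4 splits that put HFD 1 and LFD 3 on the same side gave 66 to 82. The others apart from the diet split gave 35 to 44. After adjustment, 8 of the 10 splits had circRNAs under 0.05 in edgeR, at most 6. The diet split and the split of HFD 1, HFD 3 and LFD 2 against the rest had 0. HFD 1 and LFD 3 are the libraries with the higher Q30.

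HFD 1 and LFD 3, the libraries of the higher Q30 class, against the other 4 libraries gave 168 circRNAs past the same thresholds, 134 of them higher in HFD 1 and LFD 3, and 3 had an adjusted p under 0.05 in edgeR, namely ciRNA337, mmu_circ_0005263 (30 reads in HFD 1, 25 in LFD 3 and none in the others) and mmu_circ_0012070 (log2 fold change of -1.73, lower in both libraries than in any of the others). The count of 168 was the highest of the 15 splits into 2 and 4, so that 1 of 15 gave as many, and the others gave 52 to 118. The count after adjustment was not the highest, since HFD 2 with LFD 2 gave 5 and HFD 3 with LFD 2 gave 3. The class holds 1 library of each diet, and 1 circRNA is shared between the 168 and the 49 of the diets, so that the class is not confounded with the diet but may add to the spread within each diet. With the class in the model 13 circRNAs passed, 11 of them among the 49. CircRNAs shorter than 300 bp took 34.6% and 40.4% of the reads in HFD 1 and LFD 3 and 24.9% to 30.0% in the other libraries, and 1 of 15 pairs of libraries lay as far above the rest. The number of circRNAs detected showed the same order, with 1 of 15 pairs as far above the rest. Each of these shares is the smallest that 15 pairs allow, so that these counts by themselves cannot tell the Q30 class of the libraries apart from chance. Over the circRNAs with at least 60 reads, the chi-square per degree of freedom was 2.60 between HFD 1 and LFD 3, and 4.40 to 6.38 between either of them and any other library. The Q30 class may therefore go with a difference in composition, of which the cause was not tested. No biological difference between HFD 1 and LFD 3 and the others is given by the design.

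The number of circRNAs detected was higher in the HFD group, and after thinning to the smallest library 42.0 of the difference of 127.0 was left, so that library size may account for most of it. Detection in 1 library only changed from 72.7% to 70.7% of the circRNAs when entries 1 bp apart were summed, which leaves little to double entries. Of the circRNAs in 1 library, 83.0% had 1 or 2 reads, which cannot tell few reads per circRNA apart from other causes, since the 3184 circRNAs with 1 read can be in 1 library only. Of the 4285 circRNAs with at least 2 reads, 2244 (52.4%) were in 1 library only, where placing their reads at random over the libraries would give 289. This comparison covers counting error only and takes every read as independent, so that several reads amplified from a single molecule, which fall in the same library, would raise the number too. The comparison also takes a single read in a library to be always listed, and unlisted single reads would raise the number as well. Only if the reads are independent and single reads are always listed do few reads per circRNA not account for the number. Neither amplification nor the listing of single reads was tested, so that few reads per circRNA are not excluded.

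Among the paper's 21 circRNAs, 2 of the 11 with a partner entry passed the thresholds once the same circle listed under start positions 1 bp apart was summed, and all 11 had passed before. Circles divided between entries may therefore account for 9 of the 21 calls. Of the 10 without a partner, whose reads summing cannot change, 9 passed before and 10 after, and this explanation does not bear on them. Of the 49 DE circRNAs, 20 (40.8%) had a partner entry, against 156 (22.4%) of 697 other circRNAs tested with a total of 8 to 60 reads (Fisher's exact p = 0.00514). Summing lowered the number of calls only slightly, from 49 to 47, and 33 of the 49 were among the 47.

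For the enrichment of the host genes, random sets of 19 host genes gave a median of 114.0 GO terms, and a share of 0.102 of the 1000 sets gave at least 178. Random sets of 8 host genes gave a median of 3 KEGG pathways, and a share of 0.23 gave at least 6. With all host genes listed as the background, the GO share was 0.0509 for 217 terms, against a median of 126.0. The numbers of terms may therefore be reached by other sets of that many host genes, although for GO they lay above the median of such sets, and these tests say nothing about single terms.

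When circRNAs were summed per host gene, 1834 host genes were tested, 0 had an adjusted p under 0.05 and 42 had an unadjusted p under 0.05. The smallest p-value belonged to Pnpla3 (0.000778, with 1 circRNA).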
